A study of Cereibacter sphaeroides 2.4.1 with 15 samples. Its data were reported in "Convergence of the Transcriptional Responses to Heat Shock and Singlet Oxygen Stresses" (2012).

How the data were processed

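Total RNA from 15 cultures of *R. sphaeroides* was converted to labelled cDNA and hybridized to a custom Affymetrix array, 1 array per culture. The deposited log2 values were made by the authors. Their processing notes name RMA and limma, the study's methods name affyPLM with default settings in R, and versions, the genome build and the probe set annotation are not given in the sources used here. The values were not linear. Their quartiles were nearly equal on every array, with medians between 7.41 and 7.44, which fits background-corrected, quantile-normalized and summarized expression. Such normalization makes the arrays' distributions nearly equal, so a change shared by most genes would not be seen. The scale was read as log2 from the values and the tools named.

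The series table held 5355 rows. A platform annotation gave 1 gene symbol to 542 rows, several to 0 and none to 4813, and rows it leaves out are unnamed here, not without a gene. The 3 rows for which the annotation gives a sequence accession were taken as array controls and left out, leaving 5352 probe sets. The 539 named ones stood for 514 genes. For the 10 genes with several probe sets the one with the highest mean over all arrays was used. Calls differed between probe sets of a gene in 1 case, *pufA* with FLAG-RpoHI. A table of the assembly ASM332471v1 held 493 of the gene symbols and was used otherwise only to count the genes that share a *nuo* symbol. For 17 symbols 2 or more genes share the name, and each was kept apart. Counts are of probe sets unless genes are named. The annotation gave no products or locus tags, so lists were taken by symbol, without regard to case, and lists defined by locus (targets of RpoE) or matching no symbol (detoxification) were not analysed here. The loci used for the study's lists were those printed in its table of regulon members, 45 for both sigma factors, 128 for RpoHI alone and 96 for RpoHII alone, and the last 2 are fewer than the study counts in its text. They were matched through symbols the study pairs with loci, leaving out symbols that the array annotation gives to several genes, which gave 11, 22 and 17 measured genes.

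Groups and replicate numbers came from the sample labels, with 3 arrays in each of 5 groups, described as biological replicates. Linear models with 1 mean per group over all 15 arrays were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and p-values were adjusted by Benjamini-Hochberg. All groups shared 1 spread per probe set, so each SE is pooled, although the groups were not equally variable. Mean correlation with the own group was 0.996 to 0.997 for FLAG-RpoHI arrays and 0.987 to 0.989 for RpoHII arrays. A probe set was called at an adjusted p of at most 0.05 and at least 1.5-fold, the study's thresholds. The contrasts were each expressing group against its own deletion strain, FLAG-RpoHI against RpoHI, the deletion strains against each other (ΔrpoHI minus ΔrpoHII), and the interaction (the RpoHI response minus the RpoHII response). Lists of at least 3 genes were tested with camera at a preset correlation of 0.01 and again with it estimated, for RpoHI, RpoHII and the interaction. Overlaps were tested with Fisher's exact test.

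The genes to be named were fixed before the data were examined: *dnaK*, *clpB*, *hslO*, *groES*, *groEL*, *cycA*, *prrA*, *rpoHI*, *rpoHII* and other genes the study fused to a reporter; the 12 highest and 6 lowest called genes for RpoHI and RpoHII, 6 and 6 for the interaction, 4 and 4 for the tag and for the deletion strains; the 6 genes with the highest smaller fold change in the overlap; up to 4 members of each list described; and all *nuo* genes. The rule was applied to probe sets with a gene name. Further limits were set after values had been seen, to shorten the account of values whose sign turned. List members were followed only for lists with at least 1 member past the threshold in that comparison, the fixed genes only for RpoHI, RpoHII and FLAG-RpoHI, and *nuo* genes only for RpoHI and RpoHII. The probe sets apart in FLAG-RpoHI and those parting the strain backgrounds were likewise picked out after their values were seen. *groES*, *prrA*, *rpoHI* and *rpoHII* had no named probe set, so their levels were not analysed here. With fewer called genes than the rule allows, all were named.

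Whether replicate numbers pair arrays was checked from the correlation of deviations from the group means. Between ΔrpoHI, ΔrpoHII, RpoHI and RpoHII every same-numbered pair correlated at 0.357 or more, so the numbers pair these 4 groups. FLAG-RpoHI arrays correlated with their number in ΔrpoHI at -0.18, -0.18 and -0.21 and in RpoHI at -0.01, -0.06 and -0.01, so they do not pair. The labels do not say what a number marks.

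The pipeline was tested on simulated arrays with the means of ΔrpoHI and each probe set's residual spread. For the RpoHI comparison over 5352 probe sets, 97 of 100 changes of 2-fold and 100 of 100 of 4-fold were recovered, with 0 unchanged probe sets called. For the interaction 92 and 98 were recovered and 3 were called. Shared controls were simulated 100 times from each probe set's spread, and so was the overlap of the tag and RpoHI comparisons, with the tag's fold changes dealt to probe sets at random. Alternatives were median centring, quantile normalization, leaving out the dimmest 25% of probe sets, only the arrays compared, RpoHI and FLAG-RpoHI joined, eBayes with trend and robust, array weights, other fold thresholds, a block for replicate number and leaving out each array. Figures were drawn with matplotlib 3.10.9.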

Results

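Transcript levels were measured in *Rhodobacter sphaeroides* 2.4.1, a photosynthetic alphaproteobacterium, grown with oxygen in a minimal medium at 30 °C. RpoHI and RpoHII are alternative sigma factors of the heat shock family, subunits that direct RNA polymerase to particular promoters. The data comprised 15 single-channel Affymetrix arrays in 5 groups of 3. A strain lacking *rpoHI* (ΔrpoHI) carried the empty plasmid, a plasmid expressing RpoHI, or a plasmid expressing RpoHI with a FLAG peptide tag. A strain lacking *rpoHII* (ΔrpoHII) carried the empty plasmid or a plasmid expressing RpoHII. For the 9 expressing arrays the labels give 100 µM IPTG, the inducer of the plasmid promoter, for 3 h, and they give none for the 6 arrays with the empty plasmid. Array medians of the log2 values lay between 7.41 and 7.44. The number of arrays limits the precision of every value below. The labels of ΔrpoHII replicate 2 disagree on which sigma factor gene is missing, and this array was grouped by its title and strain. Its mean correlation across genes was 0.993 with the other ΔrpoHII arrays and 0.985 with the ΔrpoHI arrays.

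The first comparison asked which transcripts changed when RpoHI was expressed in cells lacking it. Among the named genes with the largest increases were 4 of the 7 chaperone genes measured. *hslO*, encoding the redox-regulated chaperone Hsp33, rose by 2.76 ± 0.10 on the log2 scale (SE, n = 3 arrays per group, adjusted p = 4e-10), from 7.75 ± 0.04 to 10.51 ± 0.12 (SD). *clpB*, encoding a disaggregase, rose by 2.50 ± 0.06 (SE, adjusted p = 5.23e-12), *dnaK* by 2.17 ± 0.11 and its partner *dnaJ* by 1.91 ± 0.10. *msrA*, encoding a methionine sulfoxide reductase that repairs oxidized protein, rose by 2.26 ± 0.07. The thiol genes *grxC* (glutaredoxin), *trxB* (thioredoxin reductase) and *trxA* (thioredoxin) rose by 1.69, 1.69 and 1.06. Among protease genes, *htpx* rose by 1.57, *clpA* by 1.52, *ftsH* by 1.16 and *lon* by 0.95. Also among the 12 largest increases were 1 of 2 *cysE* genes (1.79), *rbfA* (1.69), whose product matures the small ribosomal subunit, and 1 of 2 *moaA* genes (1.57), for molybdenum cofactor synthesis. The named genes that fell were *guaA*, for GMP synthesis (-1.24 ± 0.13), and *xylF* (-0.68 ± 0.09).

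In all, 222 of 5352 probe sets were higher and 58 lower with RpoHI (limma, adjusted p of at most 0.05 and at least 1.5-fold). Of the named genes, 31 were higher and 2 lower. The other 191 and 56 probe sets had no gene name in the table used here. The largest increase among those was 6.17 ± 0.07 (SE) at probe set 3348. No probe set used here carried the name *rpoHI* or *rpoHII*, so the deleted genes themselves were not analysed here and the strain labels were not checked in that way. These genes may be among the unnamed probe sets. The largest unnamed increase with either sigma factor may therefore be that of the expressed gene itself.

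Of the lists fixed before the data were examined, 4 of 4 thioredoxin, glutaredoxin and methionine sulfoxide reductase genes rose (camera adjusted p = 1.16e-08), 4 of 5 protease genes (3.43e-08) and 5 of 10 protein export genes (3.43e-08), the last including *YajC* (1.18), *secF* (0.92), *SecD* (0.90) and *secA* (0.82). These calls held when the correlation between genes was estimated, at adjusted p = 0.0383, 0.0383 and 0.047. Of 7 chaperone genes 4 rose (5.81e-05), which gave adjusted p = 0.082 with an estimated correlation. The others were *tig* and 2 *groEL* genes, whose log2 fold changes were -0.16 ± 0.09 and -0.09 ± 0.06. The 45 ribosomal protein genes (median -0.16) and 8 citric acid cycle genes (median -0.20) shifted downward as lists (adjusted p = 0.0327 and 0.0473), with no member past the threshold (3 and 4 members were lower at an unadjusted p under 0.05 in limma). With an estimated correlation they gave adjusted p = 0.797 and 0.267. The ribosomal call also ended with quantile normalization (adjusted p = 0.112) and without the dimmest probe sets (0.102), and the citric acid cycle call without the dimmest probe sets (0.102). The 25 photosynthesis genes had a median of -0.24 (adjusted p = 0.053). This list passed with the replicate number as a block (0.0388) and with each array centred on its median (0.0345), and gave adjusted p = 0.766 with an estimated correlation. Of 18 DNA repair genes, *uvrA* (1.21) and *uvrC* (0.74) rose, and of 3 cytochrome *c* biogenesis genes, *ccmD* rose (1.22). For both lists the median was below 0 (-0.04 and -0.03) while the mean and the test pointed up (adjusted p = 0.626 and 0.655). No member passed the threshold among the 4 glutathione, 10 quinone and haem, 6 pentose phosphate and Entner-Doudoroff, 4 ATP synthase, 20 flagellar and chemotaxis and 3 sigma factor genes, nor among 2 iron-sulfur assembly and 2 Calvin cycle genes, which were too few to test as lists. Some of these genes missed on fold alone, among them *hemF* (-0.58 ± 0.11, limma adjusted p = 0.00289) and *HemH* (0.55 ± 0.06, 4.14e-05). For each list, counting calls adjusted over the list alone gave the same numbers.

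The second comparison asked the same of RpoHII. The largest named increase was in 1 of 2 *bfr* genes, encoding the iron storage protein bacterioferritin, which rose by 3.67 ± 0.11 (SE, n = 3 arrays per group, adjusted p = 3.22e-11), from 8.62 ± 0.15 to 12.29 ± 0.03 (SD). Next were *ggt* (2.64 ± 0.08), for glutathione breakdown, and *gloB* (2.44 ± 0.13), for a glyoxalase that releases glutathione. Genes of glucose 6-phosphate metabolism also rose, namely *zwf* (1.81 ± 0.09), whose enzyme yields NADPH, *pgl* (1.69), *edd* (1.54) and *pgi* (1.30). *clpA* rose by 1.41, *cbbX* by 1.34, *HemH* (ferrochelatase) by 1.32, *cobO* (cobalamin synthesis) by 1.25 and *tldD* by 1.05. *xylF* fell from 9.98 to 8.98, and *proX* (-0.70), *pstB* (-0.63), *chrR* (-0.60 ± 0.13), for an anti-sigma factor, and *hemF* (-0.59 ± 0.11) also fell. With RpoHI, *proX* (-0.47), *pstB* (-0.34) and *hemF* (-0.58) were lower too, short of 1.5-fold (limma adjusted p = 0.000137, 0.00502 and 0.00289). None of them passed in the interaction, so their falls are not shown to be particular to RpoHII, while *chrR* did (0.87 ± 0.19, limma adjusted p = 0.00734). The call of *pstB* ended without ΔrpoHII replicate 3 (-0.57), that of *chrR* without ΔrpoHII replicate 1 or RpoHII replicate 3 (smallest -0.45), and that of *hemF* without ΔrpoHII replicate 3 or RpoHII replicate 1 or 2 (smallest -0.51). Array weights ended the calls of *chrR* (-0.58) and *hemF* (-0.55), centring that of *hemF* (-0.57), and using the compared arrays alone that of *chrR* (adjusted p = 0.0596).

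With RpoHII, 209 probe sets were higher and 67 lower, of which 25 and 5 were named genes. The largest increase without a name was 5.62 ± 0.12 (SE) at probe set 5349. Of 6 pentose phosphate and Entner-Doudoroff genes 5 rose (adjusted p = 7.23e-09, and 0.00497 with an estimated correlation). Of 5 protease genes 3 rose, namely *clpA*, *ftsH* (0.80) and *lon* (0.65), and 2 of 4 glutathione genes, *ggt* and *gloB* (adjusted p = 0.000101 and 0.00433). With an estimated correlation these gave adjusted p = 0.11 and 0.0504. *gor* and *gshB*, for glutathione reduction and synthesis, had values of -0.01 ± 0.07 and -0.13 ± 0.09. Of 10 quinone and haem genes, *HemH*, *ubiG* (1.05) and *ubiE* (0.73) rose and *hemF* fell (adjusted p = 0.149 for the list). Among DNA repair genes *uvrB* (0.85), *mfd* (0.69) and *uvrA* (0.60) rose, and the call of *uvrA* ended without RpoHII replicate 2 or 3, the smallest value being 0.56. Of the chaperone genes 1 rose, *hslO* (1.04 ± 0.10), while *dnaK* was at 0.06 ± 0.11 and *clpB* at -0.05 ± 0.06. Of 2 Calvin cycle genes *cbbX* rose. Counts of calls adjusted over the list alone were again the same. No member of the list of thioredoxin, glutaredoxin and methionine sulfoxide reductase genes, nor of the protein export, photosynthesis, ribosomal protein, citric acid cycle, ATP synthase, flagellar, cytochrome *c* biogenesis, iron-sulfur or sigma factor lists passed the threshold. For the first of these lists the test pointed up (adjusted p = 0.857) while the median (-0.10) and mean (-0.04) were below 0.

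**Figure D1:**
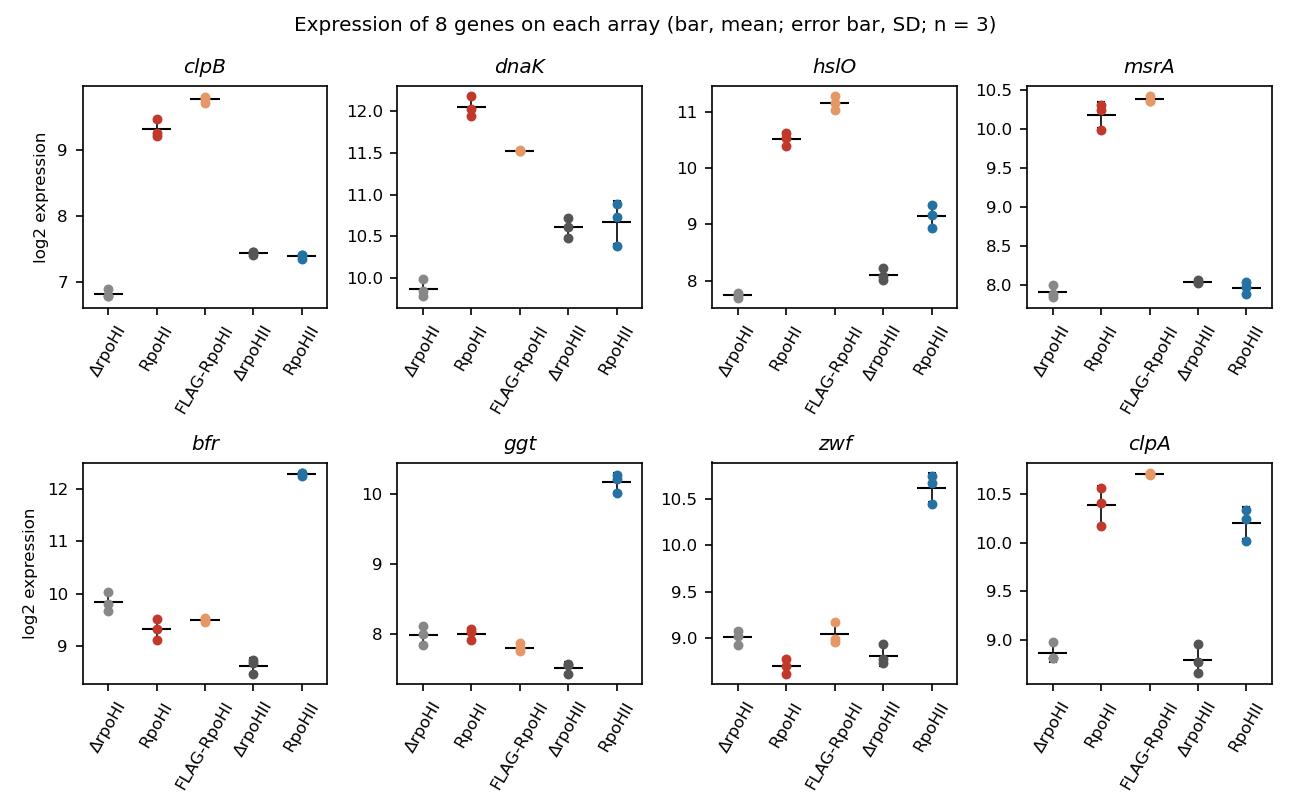
log2 expression of 8 genes on each array (y axis) in the 5 groups (x axis); points are arrays, horizontal lines means and error bars SD of 3 arrays. *clpB* lay at 9.32 with RpoHI and 7.39 with RpoHII, and *bfr* at 9.31 and 12.29.

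The 9 measured *nuo* genes, for the NADH dehydrogenase of the respiratory chain, did not pass the threshold with either sigma factor. Their log2 fold changes ran from -0.18 ± 0.09 (*nuoL*) to -0.05 ± 0.09 (*nuoG*) with RpoHI. With RpoHII, *nuoE* had the highest value (0.18 ± 0.12) and *nuoC* the lowest (-0.06 ± 0.05). At an unadjusted p under 0.05, 2 of the 9 were lower with RpoHI in limma and 0 changed with RpoHII. Several of these small values, among them those of *nuoG* with both sigma factors, changed sign under some settings. Some *nuo* genes are in the study's regulon lists, but the match rests on the symbol alone. The assembly table gives 4 of the 9 symbols (*nuoE*, *nuoG*, *nuoH* and *nuoI*) to more than 1 gene, so these 4 may be other loci than those listed. It gives *nuoF*, *nuoK*, *nuoL* and *nuoN* to 1 gene each, and these had log2 fold changes of 0.08 ± 0.10, 0.00 ± 0.15, 0.00 ± 0.09 and 0.04 ± 0.10 with RpoHII. Without locus tags these may also be other loci than those listed. The study's regulons held only genes that passed its own expression call, so these values do not show that its listed genes failed to respond. Of the genes the study assigned to RpoHI alone, 22 could be matched by name, and 17 rose with RpoHI and 0 with RpoHII (5 were higher with RpoHII at an unadjusted p under 0.05 in limma). Of 17 matched genes assigned to RpoHII alone, 14 rose with RpoHII and 0 with RpoHI (4 were higher and 5 lower with RpoHI at an unadjusted p under 0.05). Of 11 assigned to both, 5 rose with RpoHI (adjusted p = 4.71e-05) and 6 with RpoHII (4.08e-07), among them *pip* (0.73), but both list calls ended with an estimated correlation (adjusted p = 0.111 and 0.0619). Without the *nuo* genes, a choice made after seeing the data, 5 and 6 of the 6 remaining genes assigned to both rose, and 14 of 14 of those assigned to RpoHII alone rose with RpoHII. Counts adjusted over the list alone were the same. The study chose these lists in part on the same arrays, so the counts are not independent evidence of direction.

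**Figure D2:**
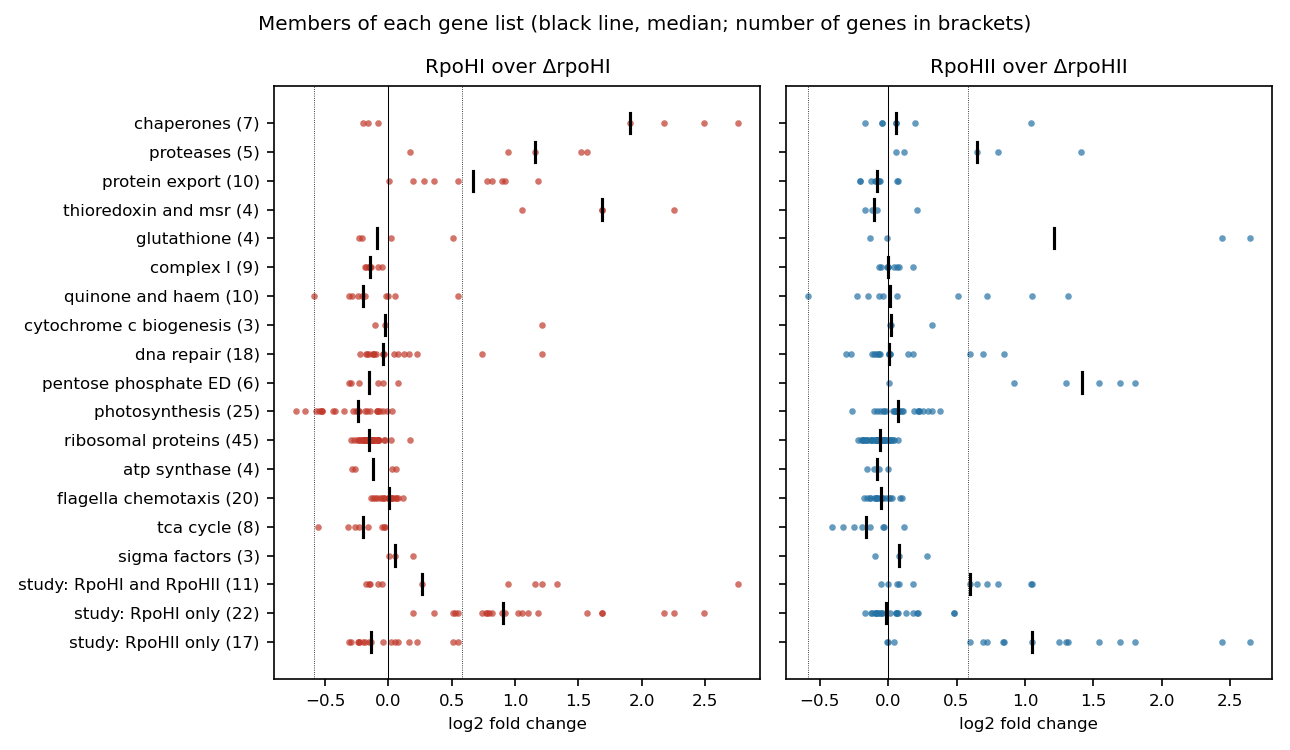
log2 fold changes (x axis) of the members of each gene list (rows) with RpoHI (left) and RpoHII (right); points are genes, black lines list medians and dotted lines the 1.5-fold threshold. The list of thioredoxin, glutaredoxin and methionine sulfoxide reductase genes had a median of 1.69 with RpoHI and -0.10 with RpoHII, and the pentose phosphate list -0.16 and 1.42.

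Whether the responses to the sigma factors differed was tested as an interaction. The response to RpoHI exceeded that to RpoHII most for *clpB* (difference 2.54 ± 0.08, SE, adjusted p = 1.58e-10), *msrA* (2.33), *dnaK* (2.11), *dnaJ* (1.85), *trxB* (1.81) and *hslO* (1.72). The response to RpoHII was greater for *bfr* (-4.19 ± 0.15, adjusted p = 4e-10), *ggt* (-2.62), *zwf* (-2.12), *pgl* (-1.99), *gloB* (-1.94) and *pgi* (-1.53). In all, 183 probe sets responded more to RpoHI and 167 more to RpoHII, of which 26 and 19 were named genes. As lists, the thioredoxin, glutaredoxin and methionine sulfoxide reductase genes, the protein export genes and the chaperone genes responded more to RpoHI (adjusted p = 1.48e-08, 4.84e-08 and 0.000195), and pentose phosphate, glutathione, and quinone and haem genes more to RpoHII (1.37e-09, 0.000159 and 0.00251). All but the chaperone call (adjusted p = 0.0721) held with an estimated correlation. Protease genes responded more to RpoHI (adjusted p = 0.00556, and 0.222 with an estimated correlation), with *htpx* (1.51) the single member past the threshold. The photosynthesis list shifted toward RpoHII (median -0.40, adjusted p = 0.00534, and 0.677 with an estimated correlation) with no member past the threshold. Complex I and ribosomal protein genes passed the test with the replicate number as a block (adjusted p = 0.024 and 0.0307) and not without it (0.0852 and 0.105), nor with an estimated correlation (0.704 and 0.875). Of the list members named, *ccmD* (0.90 ± 0.26) passed with all arrays and lost its call in 9 of the fits without an array (0.71 to 1.07), *hemA* (-0.80 ± 0.22) in 7 (-0.94 to -0.65) and *uvrA* (0.61 ± 0.08) in 3 (0.55 to 0.66). The *ccmD* call was kept without ΔrpoHII replicate 3, RpoHI replicate 1 or RpoHII replicate 2 and lost without any other of the 12 arrays. The *hemA* call was lost without ΔrpoHI replicate 1 or 2, ΔrpoHII replicate 2 or 3, RpoHI replicate 2 or 3, or RpoHII replicate 1, and that of *uvrA* without ΔrpoHI replicate 1, RpoHI replicate 2 or RpoHII replicate 1. With the arrays numbered 1 left out, the *ccmD* (adjusted p = 0.205) and *uvrA* (log2 difference 0.54) calls also ended, and with the compared arrays alone those of *ccmD* (adjusted p = 0.0944) and *hemA* (0.0669). Joining the RpoHI and FLAG-RpoHI arrays also ended the *ccmD* call (log2 difference 0.52). For cytochrome *c* biogenesis the mean (0.24) was above 0 while the median (-0.04) and the test (adjusted p = 0.999) pointed down, and for DNA repair the median (0.01) was above 0 while the mean (-0.01) and the test (0.857) pointed down.

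A shared set of genes was raised by both sigma factors. Among named genes, those with the highest smaller fold change were *clpA* (1.52 with RpoHI and 1.41 with RpoHII), *tldD* (1.33 and 1.05), *hslO* (2.76 and 1.04), *ftsH* (1.16 and 0.80), the same *cysE* gene (1.79 and 0.80) and *lon* (0.95 and 0.65). In all, 58 probe sets were raised by both, where independent lists of 222 and 209 among 5352 would share 8.67 (Fisher's exact test, 2-sided, p = 5.66e-34). Genes are not independent replicates. In addition 29 probe sets, *xylF* among them, were lowered by both, where independent lists of 58 and 67 would share 0.726 (Fisher's exact test, 2-sided, p = 1.38e-42). The labels give IPTG for the expressing arrays alone, whereas the study's methods describe its addition to the array cultures without setting controls apart. If the controls had none, changes shared by both comparisons cannot be told apart from an effect of IPTG. Of the 58 raised by both, 20 responded more to RpoHI in the interaction test, 12 more to RpoHII and 26 passed in neither direction. Of the 164 probe sets raised past the threshold by RpoHI and not by RpoHII, 132 passed the interaction test, and of the 151 raised by RpoHII and not by RpoHI, 133 did.

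**Figure D3:**
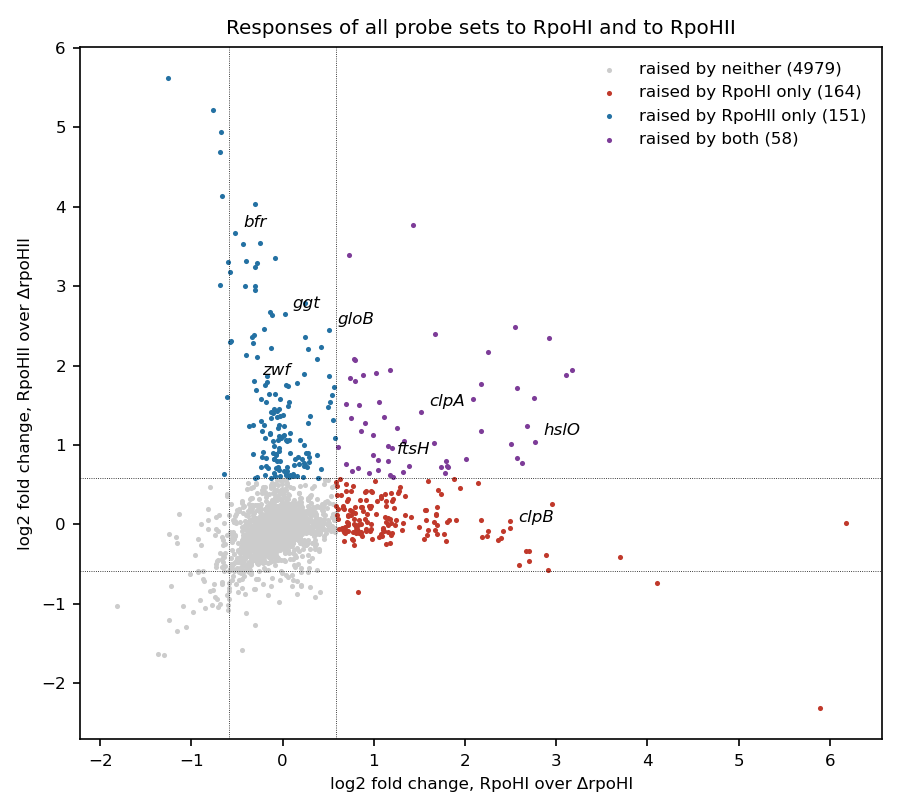
log2 fold change of each probe set with RpoHI (x axis) against that with RpoHII (y axis); points are probe sets, colored by which comparison raised them, and dotted lines mark 1.5-fold. Of the raised probe sets, 164 passed the threshold with RpoHI alone, 151 with RpoHII alone and 58 with both.

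The tagged protein was compared because it served for immunoprecipitation in the study. The study compared tagged and untagged profiles too, and stated that the tag changed neither the activity nor the specificity of RpoHI. With FLAG-RpoHI, *hslO* rose by 3.40 ± 0.10 (SE, n = 3 arrays per group), *clpB* by 2.95 ± 0.06, *dnaK* by 1.65 ± 0.11 and *cycA*, encoding cytochrome *c*2, by 0.79 ± 0.04. *cycA* had log2 fold changes of 0.20 ± 0.04 with untagged RpoHI and 0.48 ± 0.04 with RpoHII, both short of 1.5-fold. The 2 *groEL* genes had values of -0.51 ± 0.09 and -0.19 ± 0.06 with the tagged protein. In all, 269 probe sets were higher and 178 lower than in ΔrpoHI. FLAG-RpoHI arrays did not pair with ΔrpoHI by replicate number, so a separate occasion may add to these values.

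Compared directly, *htpx* (1.26 ± 0.05), *exbD* (0.98), *tldD* (0.95) and *grxC* (0.84) were higher with FLAG-RpoHI than with RpoHI. *phaC*, for polyhydroxyalkanoate synthesis (-1.30 ± 0.11), *dnaJ* (-0.91), *ccmD* (-0.75) and *hfq* (-0.75), for an RNA chaperone, were lower. Without RpoHI replicate 2 the *ccmD* call ended (-0.57). In all, 96 probe sets were higher and 60 lower with the tag. On 5 probe sets, that of *htpx* among them, every FLAG-RpoHI array was at least 1 log2 unit above every other array, and on 4 unnamed probe sets at least 1 below. The 4 are numbered 1803, 1804, 1805 and 1807, so they may not be separate differences. At the lowest of the 4 relative to RpoHI the mean was 7.20 ± 0.05 against 10.76 ± 0.79 with RpoHI (SD, n = 3). Across 5352 probe sets the tagged and untagged fold changes had a Pearson correlation of 0.836 across genes, which are not independent replicates, where simulated unchanged groups against the same ΔrpoHI arrays gave 0.500. Their covariance was 0.147, against 0.00624 simulated. These simulations drew all arrays independently, whereas RpoHI arrays paired with ΔrpoHI and FLAG-RpoHI arrays did not. The simulated values are therefore only a rough reference. Of the probe sets raised by RpoHI, 188 were also raised by FLAG-RpoHI, where independent lists would share 11.2. In 10 simulations unchanged groups against the same ΔrpoHI arrays shared 0, but their lists held 0 probe sets, so this value does not measure what the shared arrays add to real effects. The 3 shared arrays were too few to divide, so part of the excess may come from them.

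The deletion strains with the empty plasmid were compared because each keeps the other native sigma factor. *bfr* was higher in ΔrpoHI than in ΔrpoHII by 1.21 ± 0.11 (SE, n = 3 arrays per group). *dnaJ* (-0.76 ± 0.10) and *cbbX* (-0.79 ± 0.11) were lower in ΔrpoHI, as were *cysT* (-1.25 ± 0.04) and *cysW* (-1.32 ± 0.04), for sulfate transport. In all, 62 probe sets were higher and 41 lower in ΔrpoHI. Of the 41, 8 were raised by RpoHI expression, among them *dnaJ*, *dnaK* and *clpB*, and 33 were not, among them *cbbX*, *cysT* and *cysW*. Of the 62, 29 were raised by RpoHII expression. On 14 probe sets every array of the ΔrpoHI background, with or without RpoHI, lay at least 1 log2 unit below every array of the ΔrpoHII background. Many of the 14 have consecutive numbers, namely 2182 to 2186, 4217 to 4222, and 4660 and 4661 (*cysT* and *cysW*). The count may therefore not be one of separate differences. *cysT* had means of 8.95, 8.65 and 8.64 in ΔrpoHI, RpoHI and FLAG-RpoHI, against 10.20 and 10.24 in ΔrpoHII and RpoHII. Without these probe sets and the 1 that parted the backgrounds the other way, a choice made after seeing the data, 61 were higher and 27 lower.

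**Figure D4:**
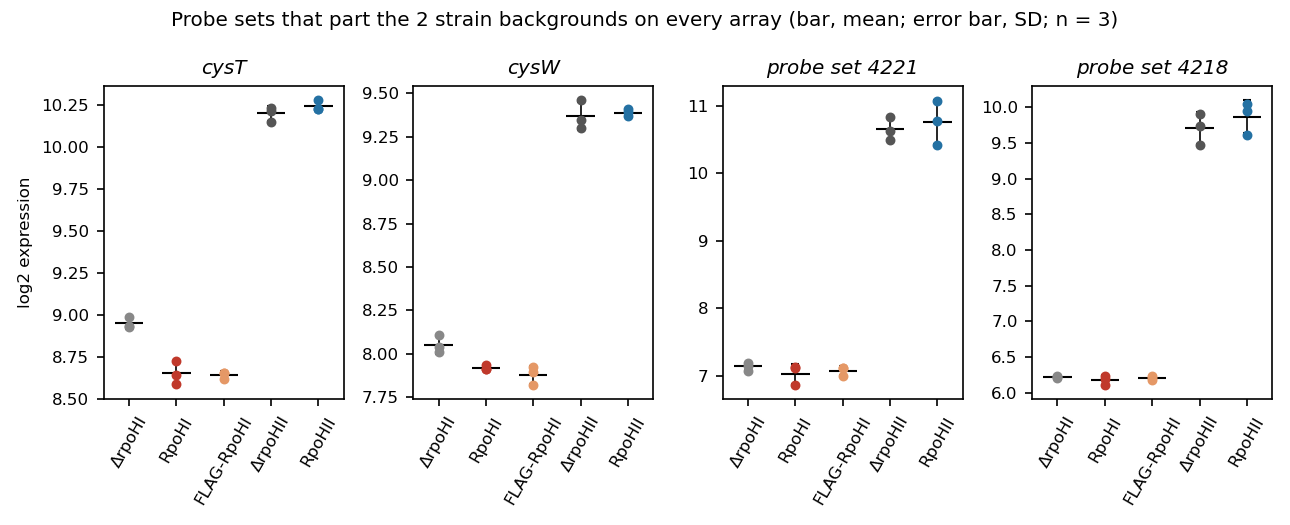
log2 expression (y axis) of *cysT*, *cysW* and 2 unnamed probe sets on each array in the 5 groups (x axis); points are arrays, lines means and error bars SD of 3 arrays. In every panel the 9 arrays of the ΔrpoHI background lie below the 6 of the ΔrpoHII background.

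Arrays with the same replicate number deviated together in 4 of the 5 groups, and photosynthesis genes followed the number. Averaged over these 4 groups, the 25 genes lay 0.28 above their group mean on the arrays numbered 1, and at -0.10 and -0.18 on those numbered 2 and 3. With the arrays numbered 1 left out of every group, a choice made after seeing the data, 226 probe sets were higher and 69 lower with RpoHI, and 212 and 70 with RpoHII.

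**Figure D5:**
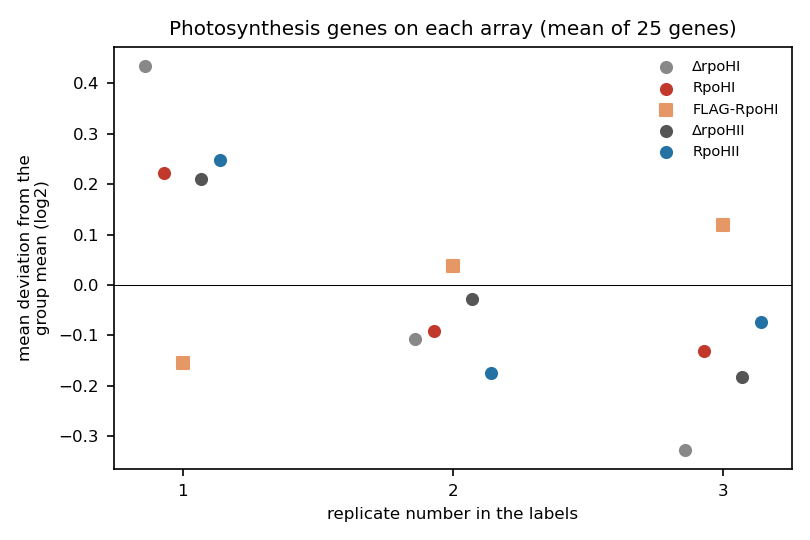
Mean deviation of 25 photosynthesis genes from their group mean (y axis, log2) on each array, by the replicate number in the labels (x axis); points are arrays, colored by group, with FLAG-RpoHI as squares. The arrays numbered 1 were highest in 4 of the 5 groups.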

Values the study reported

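The study called genes at a false discovery rate of at most 5% and a transcript level at least 1.5-fold higher. By this rule it reported that RpoHI expression raised 241 genes and RpoHII expression 186, with 60 genes in common. After combining these with its binding data, it placed 45 genes in both regulons, 130 in that of RpoHI alone and 99 in that of RpoHII alone.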

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

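The responses to RpoHI and RpoHII were compared by a test of the difference itself, planned beforehand, and each result here was picked out because that test passed. In the interaction, 183 probe sets responded more to RpoHI and 167 more to RpoHII. The named genes with the greatest differences (RpoHI response minus RpoHII response, log2) were *clpB* (2.54), *msrA* (2.33), *dnaK* (2.11), *dnaJ* (1.85), *trxB* (1.81) and *hslO* (1.72), and, in the other direction, *bfr* (-4.19), *ggt* (-2.62), *zwf* (-2.12), *pgl* (-1.99), *gloB* (-1.94) and *pgi* (-1.53). *hslO* rose with both sigma factors, so its difference is one of size. For *bfr* (1.21), *dnaJ* (-0.76), *dnaK* (-0.73) and *clpB* (-0.61) the deletion strains also differed past the threshold, which enters the interaction through the baselines.

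Of 100 splits of the expressing and of the deletion arrays, 3 gave a count as large as the real one of 350 probe sets, and the highest other count was 427. The real split is among the 3, and the others kept the RpoHI and RpoHII arrays apart as they are and exchanged deletion arrays. In all, 11 of the 100 kept the expressing groups apart and gave at least 303, and among the splits that mixed them the highest count was 71. This share was below the limit set beforehand. These splits ignore the pairing by replicate number, however, so the share does not exclude chance assignment of the arrays. The replicate numbers pair these groups, and of the 32 splits that exchange only arrays of the same number, a test chosen after the result was seen, 3 gave as many, the highest other being 497, so chance is not excluded there. Of the 32, the 8 that kept the expressing groups apart gave 303 to 497 and the others 0. The count rests on the expressing arrays, and the assignment of the deletion arrays is not tested by it.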

How the results depend on the processing

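The block on 12 arrays, the fits without arrays numbered 1 and those without the probe sets that part the backgrounds were chosen after the data were seen. The fold threshold moved every count by over 1.5 times, by its own construction. With none, higher and lower counts were 424 and 518 (RpoHI), 370 and 461 (RpoHII), 826 and 1012 (FLAG-RpoHI), 585 and 477 (tag), 298 and 266 (interaction), 174 and 151 (deletion strains), and 154 were shared. At 2-fold they were 124 and 13, 129 and 17, 173 and 36, 18 and 14, 94 and 106, 16 and 19, and 23. Leaving out the probe sets that part the backgrounds left 27 lower in ΔrpoHI against 41, since 14 were removed. No other setting moved a count of probe sets by over 1.5 times. Leaving out each array gave 215 to 228 and 44 to 67 (RpoHI), 201 to 216 and 61 to 83 (RpoHII), 263 to 287 and 161 to 182 (FLAG-RpoHI), 73 to 97 and 53 to 72 (tag), 168 to 191 and 158 to 168 (interaction), 58 to 64 and 36 to 43 (deletion strains) and 56 to 61 shared. With the replicate block RpoHI gave 222 and 63, RpoHII 209 and 75, FLAG-RpoHI 274 and 197, the tag 107 and 77, the interaction 190 and 172 and the deletion strains 65 and 50. On the 12 pairing arrays the deletion strains gave 66 and 58. Beyond the lists named in the report, the block changed the call of no other list. Correlation between tagged and untagged changes was 0.842 without dim probe sets and 0.833 to 0.844 without a ΔrpoHI array. Lists called fell from 8 to 4 (RpoHI) and 5 to 2 (RpoHII) with an estimated correlation. That correlation was estimated without the replicate block, although the numbers pair 4 groups, and the cause of the fall was not tested. Over the 145 named gene results, 2908 values were recomputed and 32 had the other sign, 0 of them past the threshold and none beyond 0.12 in size. With the RpoHI groups joined *ccmA* was 0.068 (0.044 in the interaction) and *nuoG* 0.045. With centring *gor* was 0.00045, *nuoH* 0.0082, *nuoK* 0.0092 and *nuoL* 0.0063 for RpoHII. With array weights *gshB* was 0.014, *nuoG* -0.020 and *nuoN* -0.059. Without arrays numbered 1 *nuoH* was 0.017 and *nuoL* 0.055. Ranges without an array were -0.051 to 0.20 (*dnaK*, RpoHII), -0.072 to 0.056 (*gor*, RpoHII), -0.059 to 0.011 (*ccmB*, RpoHI), -0.15 to 0.035 (*gshB*, interaction) and -0.12 to 0.030 (*nuoG*, RpoHI). For RpoHII they were -0.052 to 0.15 (*nuoF*), -0.012 to 0.14 (*nuoG*), -0.086 to 0.10 (*nuoH*), -0.12 to 0.013 (*nuoI*), -0.13 to 0.12 (*nuoK*), -0.073 to 0.10 (*nuoL*) and -0.048 to 0.13 (*nuoN*). List directions turned with adjusted p = 0.862 (study's RpoHII list, dim probe sets out), 0.908 (ribosomal proteins, quantile), 0.933 (DNA repair, quantile) and, for cytochrome *c* biogenesis in the interaction, 0.998 with centring, 0.867 with quantile normalization, 0.932 without dim probe sets and 0.941 with the block. The cause was not tested. Levels over background were not used here. Targeted genes were not run, having no named probe set.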

Other observations

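Splits of the arrays were counted as planned; the tests on the strain backgrounds, on the FLAG-RpoHI occasion and on replicate numbers, and the simulation of the tag overlap, were chosen after the patterns were seen. For the comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. The real split gave 280 probe sets for RpoHI, 276 for RpoHII, 447 for FLAG-RpoHI, 156 for the tag and 103 for the deletion strains, and the highest of the other splits gave 0, 2, 0, 0 and 0. In each, 1 split reached the real count. In the comparisons whose numbers pair, the other splits that part as many pairs gave 0.

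Of the 41 probe sets lower in ΔrpoHI than in ΔrpoHII, 8 were raised past the threshold by RpoHI, which argues against absence of RpoHI as the cause for all of them. The other 33, including *cysT* and *cysW*, had a median of -1.01 in FLAG-RpoHI minus RpoHII arrays, neither of which chose them. Of the 33, 20 were lower past the threshold there, against 269 of all 5352 probe sets. The choice itself made this likely. The 33 were chosen as lower in ΔrpoHI and not raised by RpoHI, and FLAG-RpoHI is the same sigma factor in the same strain. The 269 is therefore not a fair reference, and the 20 are not independent support for a strain difference. A shared occasion of the ΔrpoHI and RpoHI arrays would have left FLAG-RpoHI closer to RpoHII only if FLAG-RpoHI and RpoHII shared another. Their same-numbered arrays did not pair (correlation 0.01 at most), so these values do not decide on a shared occasion. The ΔrpoHI and RpoHI arrays did pair by number with ΔrpoHII and RpoHII arrays (0.357 or more). What a number marks is not given in the labels. The FLAG-RpoHI and RpoHII arrays also differ in the sigma factor expressed, so this comparison does not test the strain background alone. RpoHII expression lowered 7 of the 33 past the threshold, which argues against absence of RpoHII as the cause for all of them. RpoHII raised 2 of the 33, *cbbX* (1.34) among them, which itself widens the difference between FLAG-RpoHI and RpoHII for these. A lasting difference between the deletion strains, such as a second mutation or a change in the parent strain, is a candidate explanation for the 20 lower in FLAG-RpoHI. It was not tested independently, and the rest stay open.

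Of the 156 probe sets that differed between FLAG-RpoHI and RpoHI, 82 also passed the threshold for RpoHI expression and 74 did not. With the tag's fold changes dealt to probe sets at random and the RpoHI arrays shared, 100 simulations gave 14.8 on average and 25 at most, so a different activity of the tagged protein may account for part. Of the probe sets raised by RpoHI, 49 were higher and 26 lower with the tag. Same-numbered FLAG-RpoHI and RpoHI arrays correlated at -0.0063 at most, although RpoHI arrays paired with 3 other groups, so a separate occasion for the tagged cultures is also possible. Tag and occasion cannot be told apart, because the 3 FLAG-RpoHI arrays are the only tagged ones and no untagged group paired with them. The labels also give no date.

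Photosynthesis genes were higher on the arrays numbered 1 in 4 of 4 pairing groups. Reassigning numbers within groups gave an exact permutation p of 0.0139 over 216 arrangements. The list was picked because it followed the number, so this p does not test a shared occasion, which stays open. The median deviation of all probe sets on those arrays was -0.0076, so no shift of whole arrays in these values makes the photosynthesis mean of 0.28. Normalization holds that median near 0, so a shift before normalization was not tested and stays open. A difference in oxygen between culture days would be a biological candidate and was not tested.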
